# Long noncoding RNAs are dynamically regulated during β-cell mass expansion in mouse pregnancy and control β-cell proliferation *in vitro*

**DOI:** 10.1371/journal.pone.0182371

**Published:** 2017-08-10

**Authors:** Giorgia Sisino, Alex-Xianghua Zhou, Niklas Dahr, Alan Sabirsh, Mangala M. Soundarapandian, Ranjan Perera, Erik Larsson-Lekholm, Maria Chiara Magnone, Magnus Althage, Björn Tyrberg

## Abstract

Pregnancy is associated with increased β-cell proliferation driven by prolactin. Long noncoding RNAs (lncRNA) are the most abundant RNA species in the mammalian genome, yet, their functional importance is mainly elusive. **Aims/hypothesis**: This study tests the hypothesis that lncRNAs regulate β-cell proliferation in response to prolactin in the context of β-cell mass compensation in pregnancy. **Methods**: The expression profile of lncRNAs in mouse islets at day 14.5 of pregnancy was explored by a bioinformatics approach, further confirmed by quantitative PCR at different days of pregnancy, and islet specificity was evaluated by comparing expression in islets versus other tissues. In order to establish the role of the candidate lncRNAs we studied cell proliferation in mouse islets and the MIN6 β-cell line by EdU incorporation and cell count. **Results**: We found that a group of lncRNAs is differentially regulated in mouse islets at 14.5 days of pregnancy. At different stages of pregnancy, these lncRNAs are dynamically expressed, and expression is prolactin dependent in mouse islets and MIN6 cells. One of those lncRNAs, Gm16308 (Lnc03), is dynamically regulated during pregnancy, prolactin-dependent and islet-enriched. Silencing Lnc03 in primary β-cells and MIN6 cells inhibits, whereas over-expression stimulates, proliferation even in the absence of prolactin, demonstrating that Lnc03 regulates β-cell growth. **Conclusions/interpretation**: During pregnancy mouse islet proliferation is correlated with dynamic changes of lncRNA expression. In particular, Lnc03 regulates mouse β-cell proliferation and may be a crucial component of β-cell proliferation in β-cell mass adaptation in both health and disease.

## Introduction

Compensatory mechanisms are present in adult β-cells to adapt to high metabolic physiological or pathophysiological demands, such as in pregnancy or obesity. One consequence is that β-cell mass increases through cell replication, neogenesis, and hypertrophy [1]. At homeostatic conditions β-cell mass is maintained via the balance between cell growth and apoptosis [2]. During pregnancy, insulin resistance increases [3] and β-cells respond by increasing mass to supply sufficient insulin. Failure of this adaptation process leads to gestational diabetes and to the concomitant risk of developing type 2 diabetes [4]. Studies in rodents have shown that the peak of β-cell proliferation during gestation coincides with increased circulating placental hormones [5], in particular prolactin. The molecular machinery that drives β-cell mass expansion in response to pregnancy and prolactin has been partly elucidated, which involves protein coding genes as well as microRNAs [6]. However, the role of long noncoding RNAs (lncRNAs) has never been explored.

LncRNAs are defined as non-protein coding transcripts longer than 200 nucleotides. They are located in intergenic regions or overlap with coding genes and are transcribed as antisense or sense RNAs [7]. LncRNAs typically are associated with gene regulation, acting on transcription, chromatin binding, or splicing [8], influencing biological processes such as the cell cycle [9], cell maturation [10], or organ development [11]. Loss of lncRNA regulation has been found to be the cause of several human diseases [12].

For the first time we here aim to identify lncRNAs that are dynamically regulated in islets during pregnancy and potentially are involved in β-cell mass compensation through regulation of proliferation. We identified islet lncRNAs that were differentially regulated during the peak of β-cell proliferation during pregnancy. We confirmed that six selected lncRNAs were dynamically expressed during pregnancy and partuition, and their regulation was driven by prolactin. In particular, we discovered a novel islet-enriched lncRNA Gm16308 (Lnc03) that functions as a positive regulator of β-cell proliferation. Although the Lnc03 human orthologue is so far not known it is likely that lncRNAs with equivalent functions exist in human β-cells. Hence, we believe that deepening the understanding of Lnc03 biology and its role in key β-cell signaling pathways could open the path for new β-cell regenerative therapies in diabetes.

## Materials and methods

### Animals

C57BL/6 female mice (12 weeks old; Charles River Laboratories) were maintained with 12-hour light/12 hour dark cycle; animals had *ad libitum* access to food and water. Control mice were defined as non-pregnant (NP) age-matched females. Starting day of pregnancy was defined when the vaginal plugs were verified. Pregnant mice were divided into 4 groups according to their days of pregnancy: 10.5 days (10.5D); 14.5 days (14.5D), 18.5 days (18.5D) and PP post partum (3–4 days after delivery). Islet isolation was performed in pregnant and control animals as described below. Brain, liver, thymus, kidney, adipose tissue and heart were harvested for RNA extraction from NP animals. All animal procedures followed the guidelines issued by the National Institutes of Health and protocols were approved by the local ethical committees.

### Ab initio assembly of the islet transcriptome from high coverage RNASeq data

Raw reads from high coverage mouse islet RNASeq were downloaded from GEO (GSE59285), trimmed with Trimmomatic to remove low-quality base reads and aligned against the mouse NCBI37/mm9 genome assembly with TopHat-2.0.4. A reference annotation was produced by combining mouse mRNAs in GenBank and gene predictions generated by Ensembl. The two annotations were downloaded from UCSC table browser and merged by removing all transcripts from the GenBank assembly that overlapped with any transcript in Ensembl and taking the union of the resulting annotations. This combined annotation was used as a reference to guide CuffLinks in ab initio construction of transcripts from the aligned reads. After removing transcripts on non-canonical chromosomes (M/Random/Un), the generated annotation contained 156,175 transcripts in 71,723 genes.

Raw reads of a low coverage RNASeq analysis of the islet transcriptome from NP and pregnant mice at gestational day 13–15 [13] were downloaded from GEO (GSE21860). The reads were aligned against the mouse NCBI37/mm9 genome assembly with TopHat. Aligned reads were then mapped to features in the ab initio assembly with HTSeq-count and finally DESeq was used to test for differential expression between groups.

### Microarray analysis of non-pregnant and pregnant mouse islets

Mouse islets were isolated from dams at gestational day 14.5, essentially as previously described [14]. Islets from 3–4 mice were pooled to collect at least 500 islets per sample. Three independent samples from NP and pregnant mice were collected. Immediately after isolation, total islet RNA was extracted with Stratagene RNA kit (Life Technologies). The cDNA library was built by SuperScript Plus Indirect RNA Amplification System with Oligo(dT)20 primers. Fragmented and labeled cDNA probes were hybridized with Invitrogen^™^ NCode^™^ non-coding RNA arrays. Microarrays were washed and scanned, and signal intensity was normalized for expression analysis (data can be downloaded from GEO, GSE100645). Primer sequences were BLASTed against a database generated from the transcript sequences of all transcripts in the ab initio annotation. Only hits that were unique and perfect (60 nt at 100% match) were considered valid. Two sample *t*-test was used to test for differential expression between groups. All in all, 22,958 genes in the ab initio assembly had at least one probe mapped and 706 transcripts were considered expressed above noise (baseline mean expression >5AU in at least one group) and differentially expressed at least 2-fold or differentially expressed with an adjusted P-value <0.05 (S1 Table).

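Counted by probe, 351 probes on the NCode arrays met this rule in islets at gestational day 14.5, 250 of them higher in pregnant islets and 101 lower. All 351 differed at least 2-fold, and 37 of them, all higher in pregnant islets, also had an adjusted p under 0.05 from limma. The count was taken over the 16842 probes well above background on at least 3 of the 6 arrays, 3 from non-pregnant (NP) and 3 from pregnant mice, with each array's log2 signal set relative to its own 75th percentile. The limit of 5 AU has no stated scale. With a mean of at least 5 in the deposited intensity table in at least 1 group, which left 18201 probes, and with the methods' t-test adjusted by Benjamini-Hochberg, 584 probes met the rule, 218 higher and 366 lower. With median scaling in place of the 75th percentile the count was 235 higher and 112 lower, and with quantile normalization 247 and 100. The deposited intensities without any scaling gave 156 higher and 297 lower, at a median log2 fold change of -0.27 over the tested probes. The deposited table also averages the spots of a probe before the log is taken, so the scaling was not the only difference. The count was 846 with no filter on dim probes, 184 for probes well above background on all 6 arrays, 800 with slide as a block, where the fold changes come from NP replicate 3 and pregnant replicate 3 alone, and 40 with normexp background correction of the raw mean signal in place of the processed intensity. Without NP replicate 3, pregnant replicate 1 or pregnant replicate 3 the count was 621 (286 higher, 335 lower), 561 (284 and 277) and 635 (448 and 187). Without NP replicate 1, NP replicate 2 or pregnant replicate 2 it was 383, 462 and 383.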

### Mouse islet culture

Islets were hand-picked and processed immediately after isolation for total RNA extraction and qPCR analyses. To study expression of lncRNAs in response to recombinant mouse prolactin (Prl, R&D Systems), islets from control mice were pooled and left to recover overnight in RPMI 1640 (Gibco) supplemented with 11mM Glucose, 5% inactivated Horse serum (Gibco) and 1% of Penicillin/Streptomycin (Thermo Fisher Scientific). The day after, 30–35 islets were seeded per well in low adhesion plates, 200ng/ml or 500ng/ml Prl was added for 24 and 48 hours respectively, upon which islets were harvested for RNA extraction. To assess the efficiency of Lnc03 silencing and for proliferation assays, islets were isolated from eight 12 week old (5 female and 3 male) mice; islets were pooled and dispersed with Accutase (Gibco), 1ml per 1000 islets, and seeded in poly-l-lysine (Sigma Aldrich) coated plates [15]. Cells were seeded at a density of 25,000 cells in 96-well black plates for siRNA transfection followed by proliferation assays, and 40,000 cells in 48-well plates for siRNA transfection followed by RNA extraction.

### MIN6cl4 cell culture

The mouse β-cell line MIN6cl4 [16] between passages 24–35 were cultured in DMEM high glucose (Invitrogen) supplemented with 10% FBS, 1% P/S and 50μM β-mercaptoethanol (Sigma Aldrich). All experiments on MIN6 cells followed this procedure: the cells were starved 18h prior to all the treatments in DMEM low glucose (2.5mM glucose, Invitrogen), 50μM β-mercaptoethanol, 1% P/S and 0.1% BSA (Roche). Treatments with different compounds were performed in complete DMEM supplemented with 5% Horse Serum (Gibco). To study the effects of Prl on lncRNAs regulation, 200ng/ml or 500ng/ml Prl were used for 24h and 48h, respectively. To inhibit Stat5 in MIN6 cells 100μM Stat5 inhibitor (Nʹ-((4-Oxo-4H-chromen-3-yl)methylene) nicotinohydrazide, Cayman Chemicals) was added 1h prior to the 24h Prl treatment. Cells were finally harvested for RNA extraction and qPCR.

### RNA extraction and quantitative real-time PCR

Total RNA was isolated from islets and MIN6 cells using the RNAEasy Mini kit (Qiagen) according to the manufacturer’s protocol. Mouse organs were homogenized using Tissue Lyser II (Qiagen) before RNA extraction. DNA contaminants were eliminated using RNase-free DNase I (Qiagen). High Capacity cDNA kit (Invitrogen) was used to synthesize cDNA from 250ng to 1μg RNA, depending on the amount of available starting material. Quantitative real-time PCR was performed using Taqman Gene Expression Master mix (Applied Biosystems) according to the manufacturer’s instructions on QuantStudio^™^ 6 Flex Real-Time PCR (Applied Biosystems). Taqman probes (Thermo Fisher Scientific) were used for PCR quantification, as listed in S2 Table. The 2^-ddct^ method was applied to analyze gene expression [17]. Hprt (hypoxanthine phosphoribosyltransferase) was used as references gene. Data are expressed as fold change versus control (NP and non-treated samples).

### PCR array

Cell cycle gene expression profiling was assessed by using the Mouse Cell Cycle RT^2^ Profiler PCR Array (Qiagen). cDNA was prepared from 400ng total RNA per sample by using RT^2^ First Strand Kit (Qiagen). Quantitative real-time PCR was performed on the array using RT^2^ SYBR Green Mastermix (Qiagen) according to the manufacturer’s instructions on QuantStudio^™^ 6 Flex Real-Time PCR (Applied Biosystems). Data was normalized and analysed in GeneGlobe (Qiagen). The software measures and identifies the genes with the most stable expression via a non-normalized calculation. The C_T_ values for these genes are then geometrically averaged and used for the ΔΔC_T_ calculations (normalization genes were Gusb, Ppm1d, Tsg101, Hsp90ab1 and E2f3). Data are expressed as fold change versus control samples.

### SiRNA transfection and over expression

To study the effect of silencing Lnc03, we transfected MIN6 cells and dispersed mouse islets (Lipofectamine iRNAmax; Thermo Fisher Scientific) with AllStars Negative Control siRNA (Qiagen) or with custom designed siRNAs against Lnc03 (Ambion; sequences are reported in S3 Table), all according to the manufacturers’ protocols. Lnc03 overexpression assay was carryed out using plasmids pcDNA3.1 EmGfp (control) and pcDNA3.1 Lnc03. MIN6 cells were seeded in a 96-well plate at a density of 40,000 and transfected with 100ng of either plasmid using Lipofectamine Ltx with Plus reagent (Thermo Fisher) according to the manufacturer’s protocol. Cells were starved as described above and Prl at 500ng/ml was added for 5 days. For Edu incorporation and proliferation evaluation we used the same protocol as described above.

### Proliferation assays

Proliferation of MIN6 cells was assessed by cell count and EdU incorporation. MIN6 cells were transfected with negative control siRNA and siRNA against Lnc03, starved for 18h with DMEM 2.5mM glucose and 0.1%BSA, and finally incubated with 500ng/ml Prl for 72h. For cell count, cells were plated in 24-well plates at a density of 100,000 per well. After trypsinization, cells were counted with a Cedex HiRes Analyzer (Roche). For EdU incorporation, MIN6 cells were seeded in 96-well plates at a density of 25,000 cells per well and incubated for 2h with 10μM EdU. The EdU click-it kit (Thermo Fisher Scientific) was used according to the manufacturer’s protocol. The fraction of EdU positive cells was determined using an ImageXpress^®^ Micro High-Content Imaging System (Molecular Devices).

For mouse islet proliferation analyses, islets were dispersed and seeded in 96-well plates and transfected with siRNA against Lnc03 with and without Prl. Cells were starved for 18h with RPMI containing 5.6 mM glucose and 2.5% horse serum, followed by incubation in the same medium with the addition of 500ng/ml Prl for 72h. EdU was added during the last 24h of Prl treatment. Cells were fixed, and the EdU click it kit instructions were followed. The cells were stained with a guinea pig anti-insulin Ab (PA1-26938, Thermo Fisher) at 1:1000. Anti-guinea pig AlexaFluor549 was used as secondary antibody. Only cells positive for both EdU and insulin were considered for the analyses.

### Statistical analysis

Data are presented as mean±SEM. Statistical analyses were performed using the two-tailed paired Student's t-test or One-way ANOVA followed by Bonferroni post hoc test or Fisher’s exact test as appropriate (Graph Pad Prism 6.0, GraphPad Software).

## Results

### Identification of differentially expressed lncRNAs in mouse islets during pregnancy

To identify differentially expressed lncRNAs in mouse islets during pregnancy at the reported peak of β-cell proliferation (5), we collected islets from non-pregnant (NP) female mice and pregnant mice at gestational day 14.5. The mouse islet transcriptome was analyzed by the NCode lncRNA microarray. Moreover, we reanalyzed published RNASeq data of the islet transcriptome in NP and pregnant mice at gestational day 14.5 [13]. Both microarray and RNA-seq data showed that Tph1 was the most significantly differentially expressed gene [13] (S1 Fig). However, according to our stringent statistical analysis, RNA-seq displayed higher sensitivity in detecting differentially expressed lncRNAs compared to the NCode array. Thus, we selected the lncRNAs with significantly differentiated expression as identified in RNA-seq data and examined their expression with the NCode array data (Fig 1, upper panel). 

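Islet RNA was compared on 6 single-colour NCode arrays, 3 from non-pregnant (NP) C57BL/6 females and 3 from pregnant females at gestational day 14.5. Each array carried labeled cDNA from its own pool of islets. The paper gives the mice as 12 weeks old and each pool as at least 500 islets from 3 to 4 mice, whereas the sample labels give an age of 6 to 8 weeks and the series description gives about 600 islets from 2 to 4 mice. The array held 35979 probes of 60 nt, each printed as 2 spots. Each probe comes with an ID and a sequence, and the files do not pair probes with genes, so results are given by probe, and Tph1 and Lnc01 to Lnc06 are not analysed here.
The authors extracted the spots with the Agilent Feature Extraction software, which subtracts the background and evens out gradients within each array, and deposited the intensities of every spot. The signal was then normalized by the authors in a way that the paper's text does not name. Here the log2 intensity of each spot was set relative to the 75th percentile of its own array, outlier spots were left out and both spots of a probe were averaged. The 75th percentile lay at an intensity of 37.9, 32.6 and 46.8 on the NP arrays and 27.1, 34.5 and 35.9 on the pregnant arrays. The share of probes well above background was 47.0%, 45.4% and 48.3% on the NP arrays and 41.6%, 45.1% and 45.2% on the pregnant arrays. Probes well above background on at least 3 of the 6 arrays, 16842 in all, were tested with limma, and p was adjusted by Benjamini-Hochberg. The number of arrays limits the precision, and the median SD between arrays of a group was 0.35 on the log2 scale.
The arrays were scanned on 2 days. NP replicates 1 and 2 and pregnant replicates 1 and 2 were scanned on the first day, and NP replicate 3 and pregnant replicate 3, which shared a slide, on the second. The first principal component held 53.8% of the variance and separated the second scan day from the first. Across probes, NP replicate 3 correlated with pregnant replicate 3 at 0.977, and with the other 2 NP arrays at 0.941 and 0.938. Both scan days held both groups, so each could be compared within a day. On the first day the 2 NP arrays shared one slide and the 2 pregnant arrays another, so slide and group cannot be told apart within that day.

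**Figure D1:**
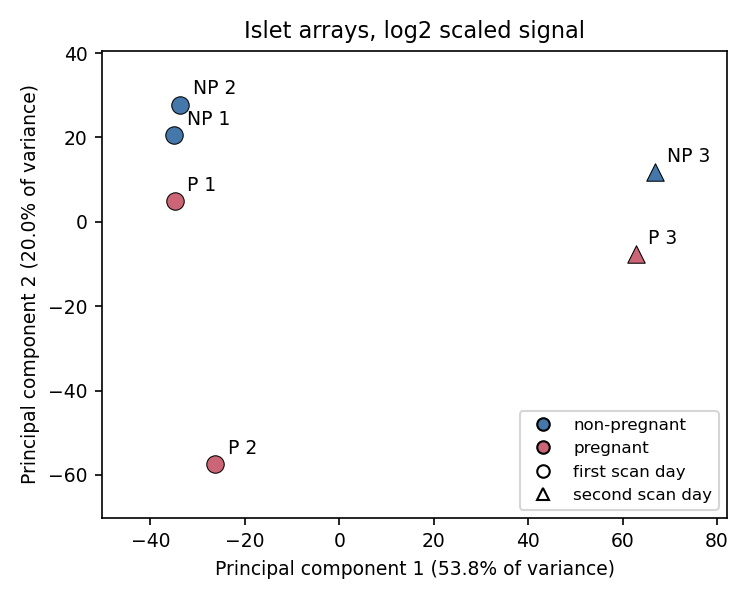
Scores of the 6 arrays on the first and second principal components of the log2 scaled signal of 16842 probes. Colour gives the group and symbol the scan day, and NP 3 and P 3 (triangles) lie at 66.8 and 62.7 on the first component, apart from the other 4 arrays at -34.9 to -26.3.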

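On the NCode array the strongest differences were rises in pregnant islets. The probe with the smallest p among all tested, IVGNm05686, has the sequence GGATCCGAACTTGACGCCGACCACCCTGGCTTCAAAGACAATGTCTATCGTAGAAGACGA. Its log2 signal, relative to the array's 75th percentile, was 5.07 ± 0.19 (SD, n = 3) in pregnant islets and -2.97 ± 0.63 (SD, n = 3) in NP islets. This is a log2 fold change of 8.04 (standard error 0.34, adjusted p = 0.00028 from limma). The next probe, IVGNm25966, has the sequence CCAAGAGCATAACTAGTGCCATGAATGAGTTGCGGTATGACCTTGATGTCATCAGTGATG and a signal of 5.95 ± 0.17 (SD, n = 3) in pregnant and -3.00 ± 0.75 (SD, n = 3) in NP islets. Its log2 fold change was 8.95 (standard error 0.38, adjusted p = 0.00028 from limma). Both probes were well above background on all 3 pregnant arrays and on 1 of the 3 NP arrays, and with normexp background correction of the raw mean signal, at an offset of 50, in place of the processed intensity their log2 fold changes were 4.04 and 4.91. Within the first scan day the log2 fold changes were 7.70 and 8.60. The second had 1 array of each group and no test, and neither probe was well above background on its NP array, so the rises there are bounds of at least 345-fold and at least 708-fold.
No probe fell at an adjusted p under 0.05, and the 2 lower probes with the smallest p are given as values that did not pass. IVGNm11995, with the sequence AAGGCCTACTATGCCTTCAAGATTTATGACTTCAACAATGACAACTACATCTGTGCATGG, had a signal of 1.22 ± 0.30 (SD, n = 3) in pregnant and 2.68 ± 0.30 (SD, n = 3) in NP islets. The log2 fold change was -1.46 (standard error 0.26, adjusted p = 0.187 from limma). With scan day as a block its adjusted p from limma was 0.0469, but with that block it was 0.0744 on the deposited intensities without scaling and 0.857 with normexp, and the log2 fold change was -1.40 on the first and -1.58 on the second scan day. IVGNm34689, with the sequence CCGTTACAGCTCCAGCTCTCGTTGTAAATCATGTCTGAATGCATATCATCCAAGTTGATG, was not well above background on any pregnant array and was at least 1.07-fold lower there (adjusted p = 0.187 from limma). With scan day as a block its adjusted p from limma was 0.0578, and with that block and quantile normalization it was 0.0264. With normexp background correction of the raw mean signal its log2 fold change was 0.095 (adjusted p = 0.999 from limma without the block and 0.86 with it). The offset of 50 added there is far above this probe's mean processed intensity, 6.06 in NP and 2.26 in pregnant islets. That setting therefore cannot decide the probe's direction. The bound sets the NP mean against the lowest signal well above background on each pregnant array, or the probe's own signal where that is higher.
Tph1, which encodes the rate-limiting enzyme of serotonin synthesis in islets, is not assigned to a probe here, and whether the probes above measure it was not tested. In the ranking by p, IVGNm05686 or IVGNm25966 came first under 18 of the 25 other settings that tested them, and by the methods' t-test adjusted by Benjamini-Hochberg they ranked 7 and 9, each with an adjusted value of 0.0584.

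**Figure D2:**
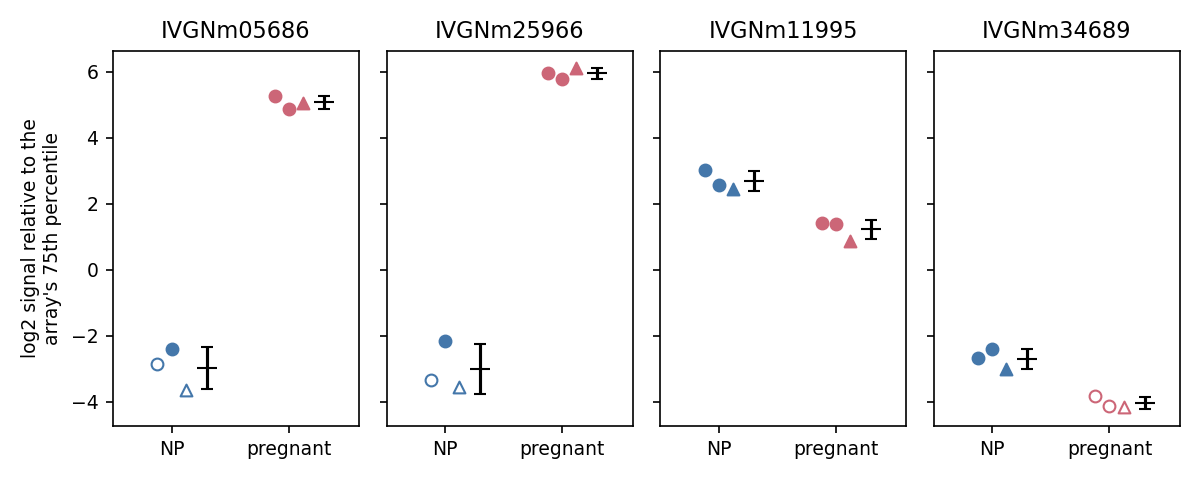
Log2 signal of the 4 probes on each array, relative to the array's 75th percentile, in non-pregnant (NP) and pregnant islets. Circles are arrays of the first scan day and triangles of the second, open symbols are probes not well above background on that array, and the black bars give the mean and SD of 3 arrays. For IVGNm05686 and IVGNm25966 the pregnant arrays lie near means of 5.07 and 5.95, above all NP arrays.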

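On the NCode array, 37 of the 16842 tested probes were higher in pregnant islets at an adjusted p under 0.05 from limma, and 0 were lower. At an unadjusted p under 0.05 there were 779 probes, 436 higher and 343 lower, fewer than the 842 that are 5% of those tested. That fit leaves the scan day difference in the spread. With scan day as a block, chosen after seeing the data, there were 1699, and 775 to 2741 with that block and another scaling. The 3 pregnant arrays lay above all 3 NP arrays for 732 tested probes and below them for 863. Together these were 9.47% of the tested probes, against 10% for a random order of the arrays. That 10% holds only where the arrays are exchangeable, and these arrays separate by scan day. The comparison therefore cannot tell whether the groups part more often than by chance. Of the 37 probes, 14 were well above background on all 3 NP arrays and rose 2.75-fold to 42.4-fold, with a median of 4.35-fold. Another 3 were so on 2 of the 3 NP arrays, at 4.56-fold to 12.9-fold, and 5 on only 1 of the 3, at 5.95-fold to 495-fold, folds that rest in part on NP signals near background. The other 15 were not well above background on any NP array, and their rises are bounds of at least 3.15-fold to at least 22.8-fold, with a median of at least 5.65-fold. The probes stand for coding and noncoding transcripts together, which are not told apart here.
With scan day as a block, 66 probes passed, 64 higher and 2 lower, and these held all 37. Within the first scan day alone, with 2 arrays of each group, 16 probes passed, all higher, in a comparison that is also one between 2 slides. The second scan day held 1 array of each group and gave no test. The methods' t-test on the same values had 1 probe past the threshold after Benjamini-Hochberg adjustment and 923 at an unadjusted p under 0.05, and with normexp background correction of the raw mean signal limma had 2. Without pregnant replicate 1, 2 or 3 the count was 6, 3 and 8, without NP replicate 1 or 2 it was 20 and 21, with array position as a block it was 20, with no scaling of the deposited intensities it was 23, and among probes well above background on all 6 arrays it was 13. With slide as a block it was 9. There the difference is that of the second scan day's 2 arrays, and the spread comes only from the other 2 slides.
The size of change that 3 arrays per group could detect was measured on simulated arrays with the scan day effect as measured and 200 changed probes among 16842. The fit without a block recovered 0.896% of the probes changed 2-fold, 59.0% of those changed 4-fold and 88.8% of those changed 8-fold. With scan day as a block the same fit recovered 38.8%, 95.1% and 99.4%. That gain holds where a scan day effect is present. With the whole spread drawn as random noise instead, the block recovered 3.28%, 73.3% and 95.3%, against 5.82%, 76.4% and 95.2% without it. For RNA-seq, the paper's S1 Table lists 18 of its 706 noncoding transcripts at an adjusted P-value under 0.05, 17 higher and 1 lower, which are the paper's values. The 37 on the array are probes of coding and noncoding transcripts together, so both counts cannot be set against each other. From its statistical analysis the paper concludes that RNA-seq was the more sensitive method for finding lncRNAs that differ in expression. It therefore took the lncRNAs called by RNA-seq and looked up their expression on the array.

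**Figure D3:**
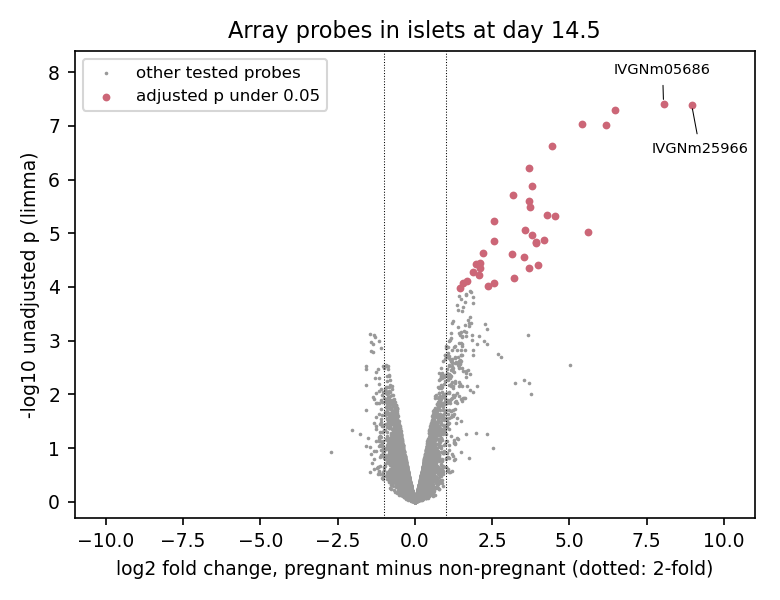
Log2 fold change (pregnant minus NP) against -log10 of the unadjusted p from limma for 16842 probes, 3 arrays per group. The 37 probes at an adjusted p under 0.05 (red) all lie on the side of higher signal in pregnant islets, at log2 fold changes of 1.46 to 8.95, and dotted lines mark a 2-fold change.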

A portion of these transcripts revealed concordant robust regulatory patterns between the two datasets in pregnant islets. Among these transcripts, additional criteria were applied for selection of the top five candidate lncRNAs (Lnc01-05, Fig 1: lower panel), including high relative expression and confidence in no protein-coding capacity. In addition, we identified one lncRNA (Lnc06, Fig 1: lower panel) in mouse islets that was not annotated before and showed a significant upregulation in pregnant islet (fold change 2.39, adjusted P-value = 8.57E-16, S1 Table).

**Fig 1:**
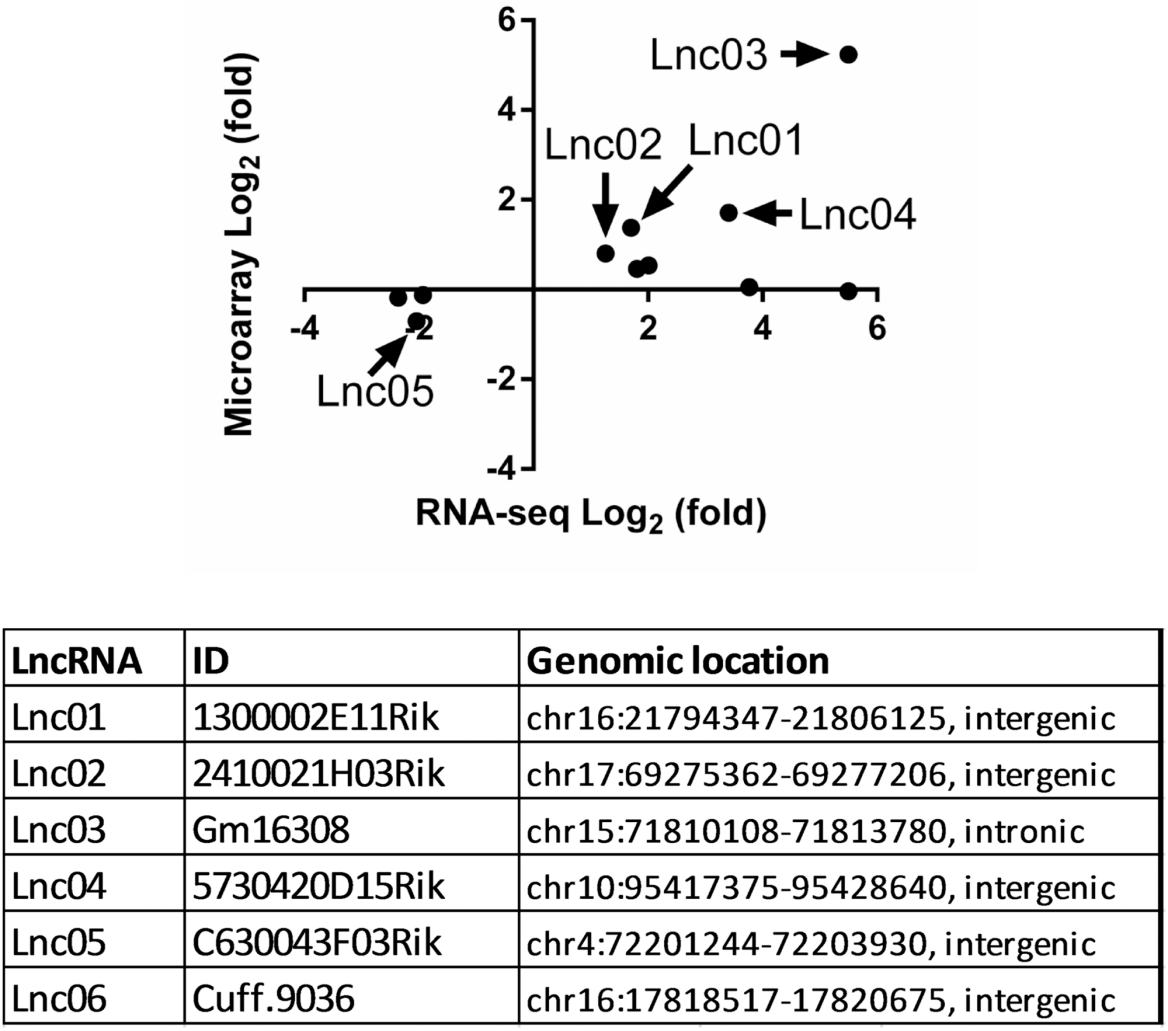
Identification of differentially expressed lncRNAs in mouse islets during pregnancy. Differentially expressed non-coding RNAs at gestational day 14.5 identified by RNA-seq analysis were filtered to remove rRNAs, snoRNAs, and miRNAs. The log2-transformed fold change of remaining ncRNAs is compared with microarray analysis. Five potential lncRNAs were selected. An additional lncRNA Cuff.9036 identified by Cufflinks (GeneBank accession MF497421), as a novel transcript only present in our annotation, was also selected for further study (table in Fig 1).

### Regulation of lncRNAs expression during pregnancy

The expression pattern of candidate lncRNAs was confirmed by qPCR in islets isolated from mice at different stages of pregnancy. We found that Lnc01 expression was significantly increased compared to NP mice during all stages of pregnancy and after parturition (Fig 2). Lnc02 expression peaked slightly at 18.5D of gestation. The Lnc03 transcript was dramatically up-regulated throughout pregnancy and decreased postpartum, resembling a pattern comparable to the dynamics of β-cell mass adaptation. The expression of Lnc04 increased significantly at 10.5 and 14.5 days of gestation. Lnc05 appeared to be down-regulated slightly starting at 14.5 days of pregnancy, confirming our profiling studies (*cf*. Fig 1). Lnc06 was increased at all stages of pregnancy, but reaching statistical significance only at day 14.5. To investigate the islet specificity we analyzed expression of the lncRNAs in a selection of organs harvested from 12 weeks old NP mice. We analyzed brain, heart, kidney, adipose, thymus, and liver tissues, as well as isolated islets and pancreatic exocrine cells by qPCR (Fig 3). Lnc01, Lnc02, Lnc04 Lnc05 and Lnc06 did not appear to be islet-enriched, but they were also expressed in exocrine cells or in other tissues, although some were enriched in islets within the pancreas. On the other hand, Lnc03 was expressed almost exclusively in islets and totally absent in exocrine tissue. Comparing to public data in Expression Atlas (www.ebi.ac.uk), Lnc03 is also expressed in skeletal muscle and testis at about 5 times the expression levels of brain. This still suggests significant enrichment in islets (*cf*. brain in Fig 3).

**Fig 2:**
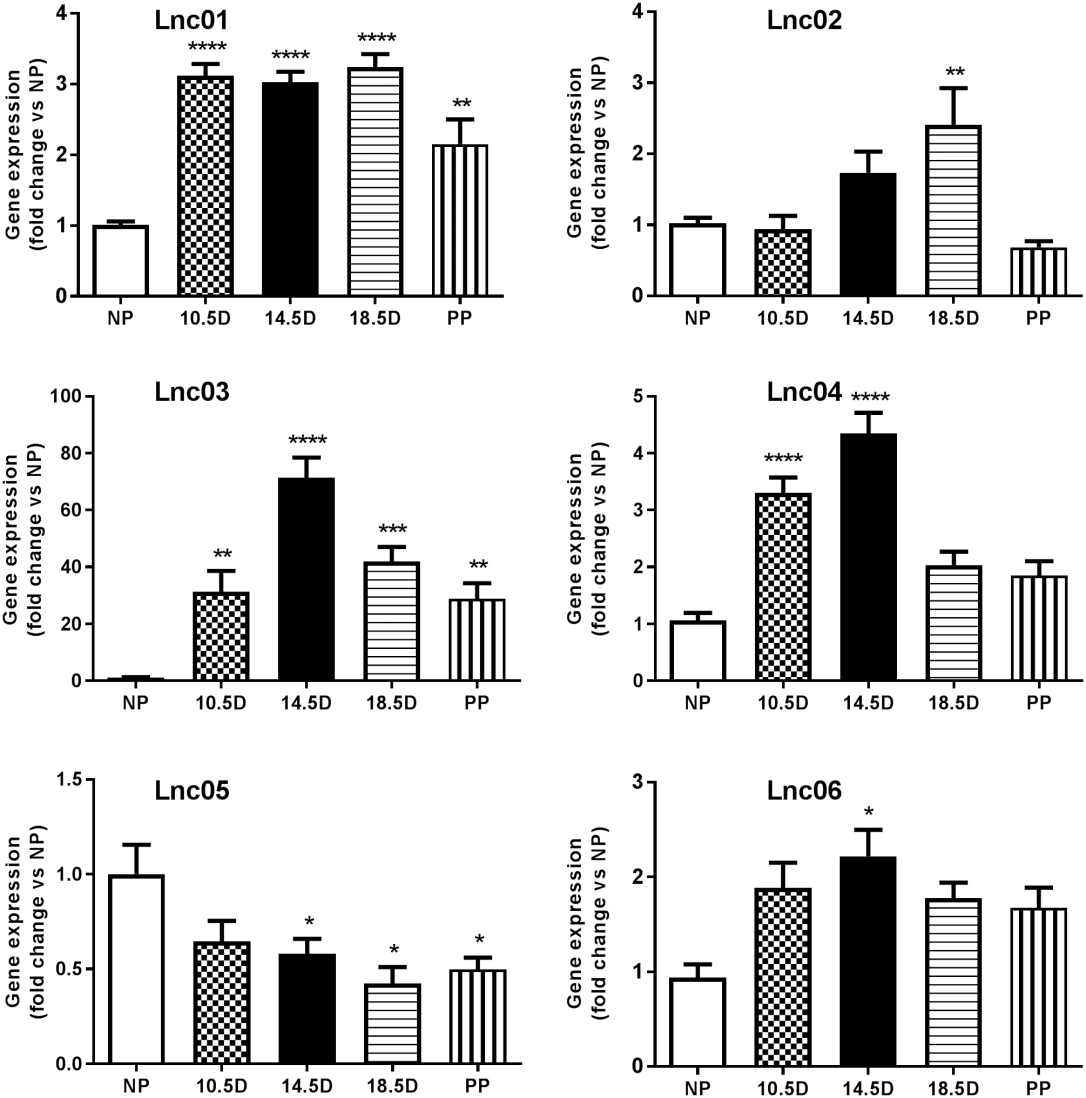
Expression of candidate lncRNAs in mouse islets at different stages of pregnancy. Total RNA was used to perform RT-qPCR of Lnc01-Lnc06. Data are presented as fold change versus non pregnant and mean±SEM, n = 4–8. NP (non-pregnant), 10.5D, 14.5D, 18.5D (days of pregnancy), and PP (post partum). Statistically significant differences were determined using One-way ANOVA with Bonferroni post hoc test. *p< 0.05; **p < 0.01; ***p < 0.001.

**Fig 3:**
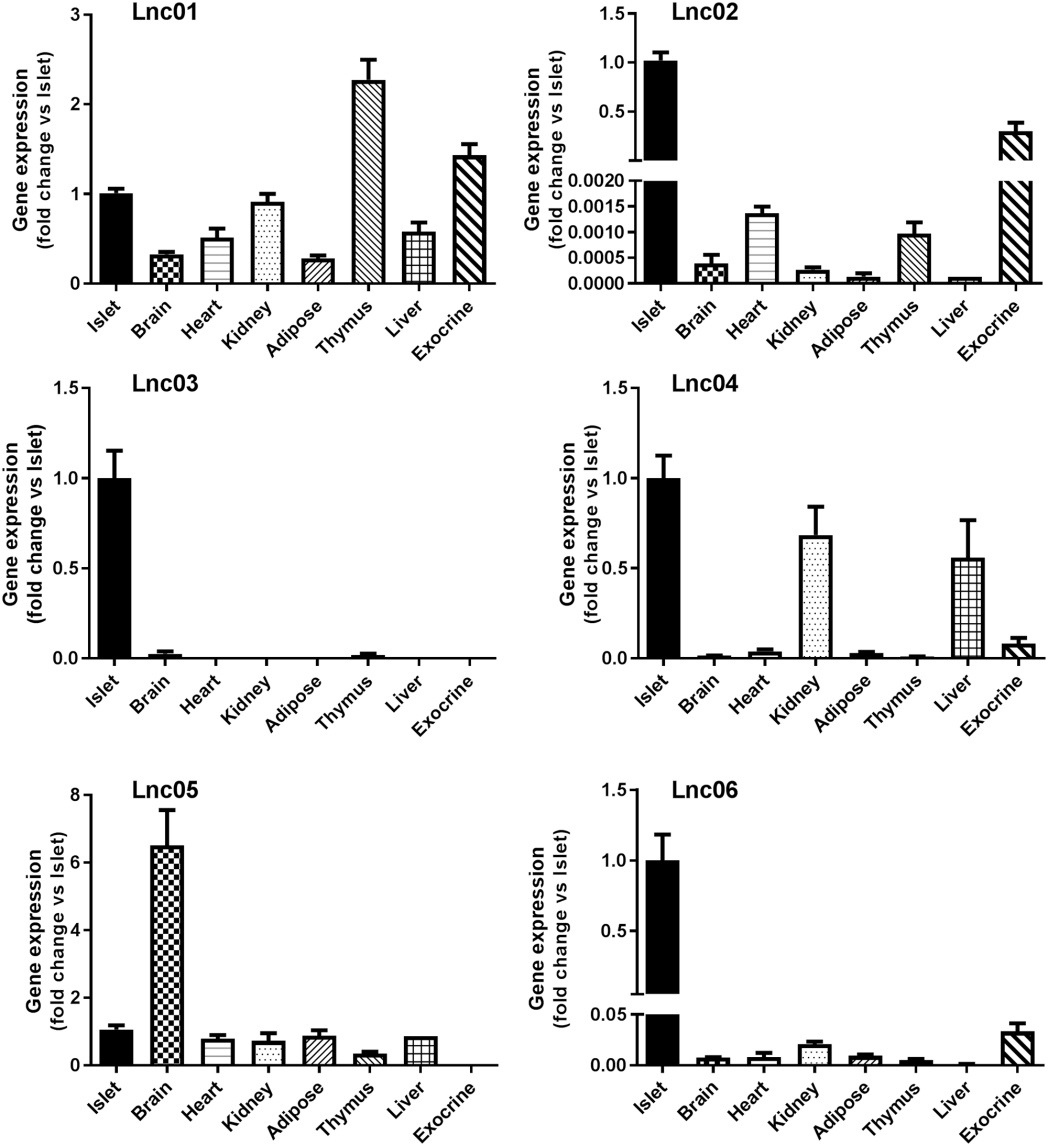
Expression of candidate lncRNAs in 8 different mouse tissues. Total RNA from control animals was used to perform RT-qPCR of Lnc01-Lnc06. The results were normalized to Hprt (hypoxanthine guanine phosphoribosyl transferase), and Gapdh (glyceraldehyde 3-phosphate dehydrogenase) expressed as fold change versus islets. Data are shown as mean±SEM, n = 4–8.

### Upregulation of Lnc03 by Stat5-mediated Prl signaling

To evaluate the direct effect of Prl on the regulation of candidate lncRNA expression, we established an *in vitro* model using mouse islets isolated from non-pregnant mice treated with Prl. While most of the lncRNAs were weakly regulated depending on the time of treatment exposure and the concentration of Prl, only Lnc03 and Lnc04 were robustly positively regulated by Prl (Fig 4). From the results above, we concluded that Lnc03 was the only lncRNA that demonstrated dynamic regulation during pregnancy, islet enriched, as well as a robust regulation by Prl. Therefore, we focused further studies on Lnc03. We first confirmed that Lnc03 does not have any protein coding potential using NCBI OrfFinder [18] (not shown). For efficient in vitro exploration, we ascertained that regulation of Lnc03 expression in the mouse insulinoma cell line MIN6 matched the data observed in primary islets, and indeed, the expression of Lnc03 was dependent on Prl (Fig 5a and 5b). On the other hand, Lnc03 was not positively regulated by other proliferative stimuli (S2 Fig), suggesting that Prl signaling specifically activates Lnc03. We then explored if Lnc03 regulates Col22a1 since its location is on the opposite strand in an intronic region of that gene. However, Col22a1 expression was not regulated by Lnc03 knock down, nor by Prl (S3 Fig). We finally investigated if the expression of Lnc03 in response to Prl was dependent on Stat5 (Fig 5c), known to be a mediator of Prl stimulated β-cell proliferation during pregnancy [13,19,20]. Lnc03 was indeed regulated by Stat5.

**Fig 4:**
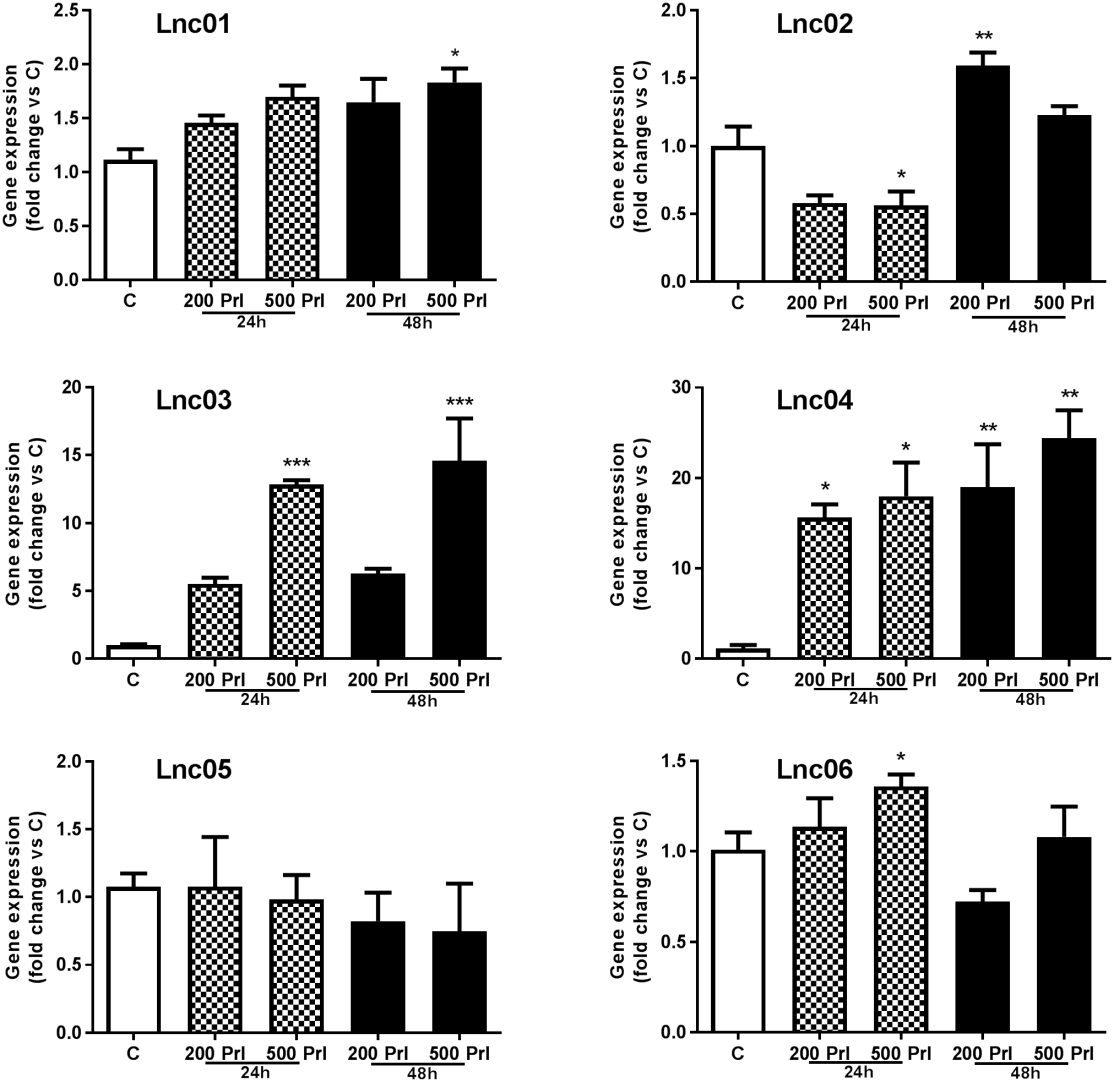
Expression of candidate lncRNAs in isolated mouse islets treated with Prl. Isolated mouse islets were treated with 200ng/ml or 500ng/ml (200 Prl, 500 Prl) for 24h or 48h; non-treated islets were used as control (C). Total RNA was used to perform RT-qPCR. Data are presented as fold change versus C, mean±SEM, n = 3. Statistically significant differences were determined using One-way ANOVA with Bonferroni post hoc test. *p< 0.05; **p < 0.01; ***p < 0.001.

**Fig 5:**
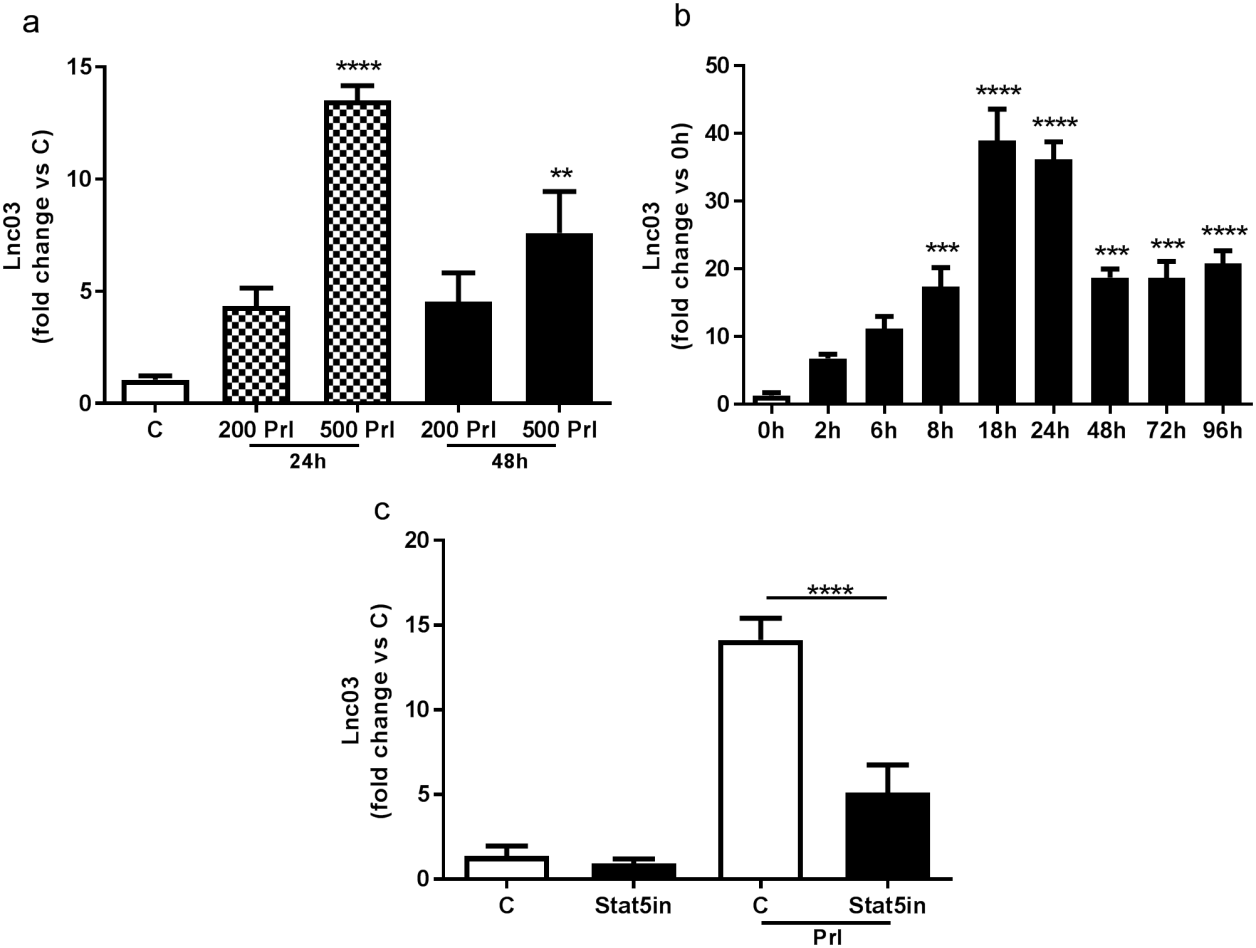
Analysis of Lnc03 expression in MIN6 cells. a) MIN6 cells were treated with 200 or 500ng/ml Prl (200 Prl, 500 Prl) for 24h (grey bars) and 48h (black bars), non-treated cells were used as control (C, white bar). Total RNA was used to perform RT-qPCR. Data are presented as fold change versus C, mean±SEM, n = 3. b) Lnc03 expression was evaluated in a time course experiments in MIN6 cell treated with 500ng/ml Prl (black bars). 0h (white bar) represents non-treated control cells. Data are presented as fold change versus 0h, mean±SEM, n = 4. c) MIN6 cells were treated with 100μm Stat5 inhibitor alone (Sta5in) or together with 500ng/ml Prl (Sta5in+Prl) or Prl alone for 24h. Control cells were not treated (C white bar). Data are presented as fold change versus C, mean±SEM, n = 4–8.

### Lnc03 regulates β-cell proliferation

To assess the function of Lnc03 we transfected dispersed primary mouse islet cells and MIN6 cells with siRNA against Lnc03. We tested the efficiency of Lnc03 silencing using three different siRNAs. The most robust knockdown (~75%) was achieved with SiLnc03#1 (S4 Fig, Fig 6a). We then investigated if Lnc03 silencing directly impacts β-cell proliferation in MIN6cl4 cells and dispersed mouse islets with or without Prl. We observed that silencing Lnc03 suppressed β-cell proliferation (Fig 6b–6d). We then investigated if Lnc03 independently regulates proliferation or if it is dependent on Prl signaling. Interestingly, we observed that Lnc03 overexpression resulted in more cells incorporating EdU in both the presence and absence of Prl, suggesting that Lnc03 expression is sufficient to drive β-cell proliferation even without prolactin stimulation (Fig 6f).

**Fig 6:**
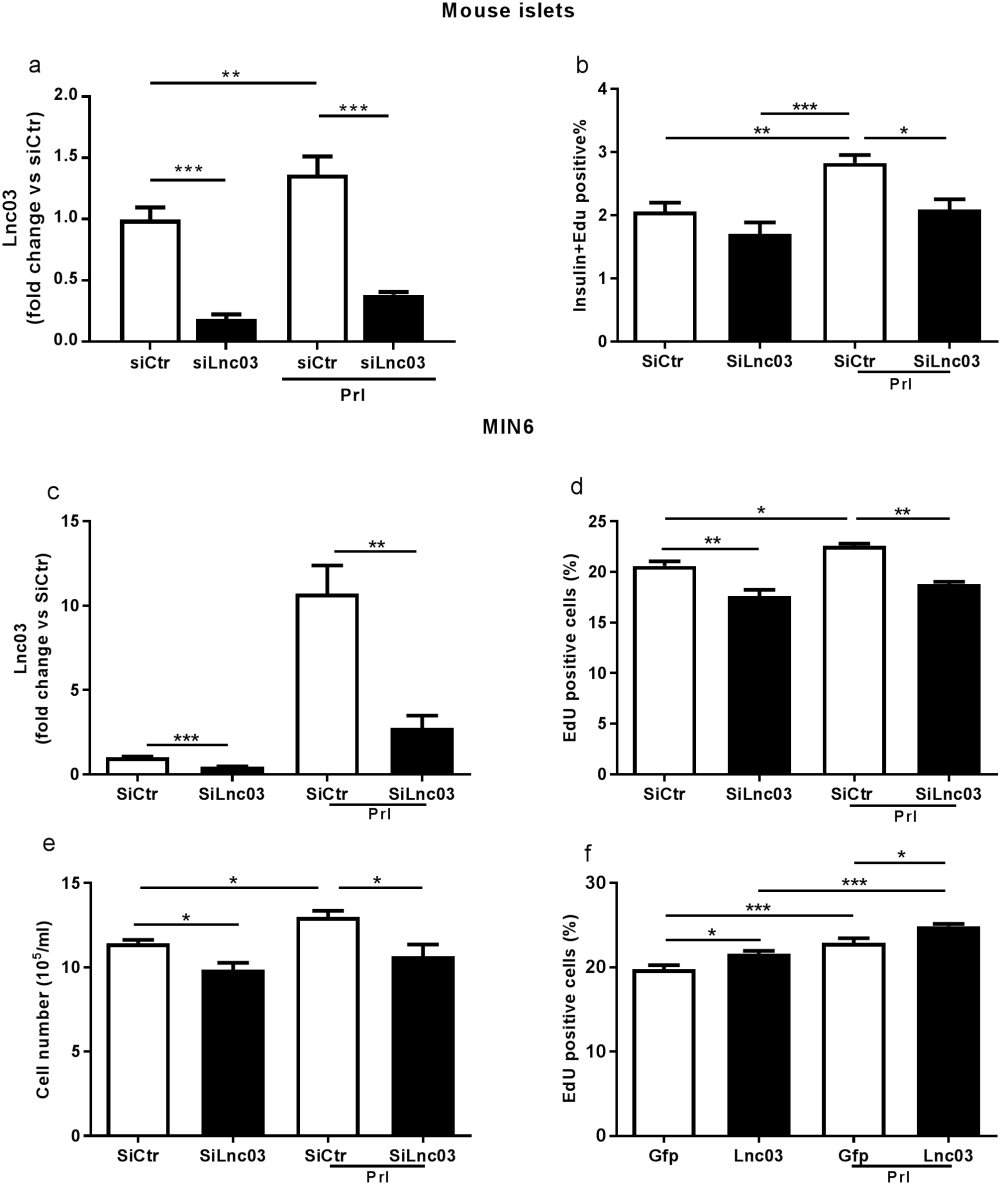
Lnc03 impacts proliferation in mouse β-cells and in MIN6 cells. a) Evaluation of Lnc03 expression by RT-qPCR in mouse islets dispersed after transfection with siRNA negative control (SiCtr, white bars) and with SiRNA against Lnc03 (SiLnc03, black bars), in the absence or presence of 500ng/ml Prl for 72h. Data are presented as mean±SEM, n = 3. b) Percentage of dispersed mouse islets positive for both Insulin and Edu after transfection with siRNA negative control (SiCtr, white bars) and with siRNA against Lnc03 (SiLnc03, black bars), in the absence or presence of 500ng/ml of Prl for 72h. Data are presented as mean±SEM, n = 6. c) MIN6 cells were transfected in the presence or absence of 500ng/ml Prl. Total RNA was extracted, and expression of Lnc03 was determined by RT-qPCR; data are presented as mean±SEM, n = 4. d) Percentage of MIN6 cells positive for EdU after transfection with SiRNA negative control and with SiRNA against Lnc03, with and without Prl. e) MIN6 cell count after transfection with and without Prl. Data are presented as mean±SEM, n = 4. f) Percentage of MIN6 cells positive for Edu after transfection with GFP (control) or Lnc03 plasmid, with and without Prl, data are presented as mean±SEM n = 6. Statistically significant differences were determined with One-way ANOVA with Bonferroni post hoc test. *p< 0.05; **p < 0.01; ***p < 0.001.

To further confirm the role of Lnc03 in proliferation and to investigate if any particular group of genes were regulated by Lnc03 we knocked down Lnc03 in prolactin treated MIN6 cells and studied expression of cell cycle related genes with a qPCR array (S5 Fig). We could indeed confirm regulation of proliferation by downregulation of Mki67, a common marker for proliferating cells. In addition, we found that 19 out of 84 genes represented on the array were downregulated upon Lnc03 knock down, suggesting that the role of Lnc03 is to positively regulate cell cycle related genes, directly or indirectly. However, we did not find an overrepresentation of any particular group of genes that could have suggested a more specific mechanistic role for Lnc03 (Fisher’s exact test, not significant).

In conclusion, our findings suggest that Lnc03 expression in response to Prl is regulated downstream of Stat5, with an impact on β-cell proliferation, as an essential component of the Prl-dependent β-cell proliferation response. We also conclude that Lnc03 overexpression is sufficient to drive β-cell proliferation even in the absence of Prl.

## Discussion

Despite their lack of coding protein potential [21] lncRNAs are now considered key drivers of multiple biological processes [22]. The recent discovery of thousands of lncRNAs being islet or β-cell specific [23] points to the possibility that they are involved in novel mechanisms of islet biology, *e*.*g*. regulating insulin secretion or proliferation. In this study, we demonstrate that β-cell proliferation associated with pregnancy correlates with changes in the expression of a set of lncRNAs. Using microarray and RNASeq data we identify six lncRNAs that are up or down-regulated in mouse islets at 14.5 days of pregnancy, which corresponds to the peak of cell proliferation [24] and strongly correlates with the associated increase of circulating Prl [25]. During pregnancy circulating prolactin rises in parallel with increased β-cell mass, and its stimulatory effects on β-cell proliferation in vitro are well known [26]. We further analyze the dynamics of these lncRNAs in mouse islets before, during, and after gestation. We observe that Lnc03 expression is low in non-pregnant islets while its transcription peaks at gestational day 14.5 and then gradually decreases in the later phase of pregnancy and post partum. Consequently, the expression pattern of Lnc03 parallel β-cell mass adaptation during pregnancy [27], suggesting that it may be a regulator of this process. Interestingly, Lnc03 turns out to be islets-enriched when screening expression in seven other major tissues, which may mean that Lnc03 is a relatively unique regulator of endocrine cell proliferation. We utilize both primary mouse islets and MIN6 cells to elucidate the role of Lnc03 further in islet function. Although primary islets is a preferred model, we draw conclusions also from MIN6 cells based on their ease of manipulation and verify select key findings in primary islets. For example, plasmid transfection (over-expression of Lnc03) in primary β-cells to study proliferation was not feasible in our hands due to low efficiency of transfection. Among the six lncRNAs, we observe that Lnc03, in particular, is regulated by Prl, in vitro and ex vivo. Regulation of Lnc03 in response to prolactin was more pronounced in intact islets (5-15-fold, Fig 4) than in dispersed islet cells (2-fold, Fig 6a). This discrepancy is likely explained by the dispersion of the islets, which results in less responsive cells to many stimuli. Nevertheless, manipulating Lnc03 expression in both MIN6 and primary β-cells resulted in altered proliferation rates as expected if Lnc03 is part of the Prl-driven proliferation response. Downregulation with siRNA inhibited proliferation, whereas overexpression stimulated proliferation.

We conclude that Lnc03 regulation rely on Stat5-dependent components of the Prl activation pathway. Prl receptor activation in rodent β-cells triggers the Stat5 pathway [28,29]. We observe a strong decrease in Lnc03 expression when a Stat5 inhibitor was used together with Prl, suggesting that Lnc03 is under transcriptional regulation of activation pathways dependent on Stat5 signaling [30,31]. In MIN6 cells we observe that Lnc03 regulates proliferation also in the absence of Prl, whereas this was not apparent in primary β-cells. This is not surprising since components of Prl-signaling is not unique to Prl, and other basal proliferative stimuli in MIN6 cells may activate e.g. Stat5. Consequently, we cannot exclude that Lnc03 is also part of the basal proliferative machinery in β-cells, at least in MIN6, and that other proliferation stimuli yet to be identified would depend on Lnc03.

It is attractive from a therapeutic perspective to stimulate β-cell proliferation in diabetes. However, to be able to do that safely, either the target must be unique to β-cells or complicated strategies for tissue targeting must be employed to avoid drug exposure and proliferation in cells outside the islet. Up until now, very few, if any, such β-cell specific proliferating targets have been identified. Interestingly, the pattern of Lnc03 expression to some degree fits this profile with an islet enriched expression profile. Taken together our data point to Lnc03 being a regulator of proliferation at least in pregnancy. However, Lnc03 over-expression stimulates β-cell proliferation also in the absence of Prl, suggesting that a therapeutic upregulation approach to increase insufficient β-cell mass in diabetes would be possible.

LncRNA sequences often are not conserved phylogenetically [32]. Despite thorough efforts, we were not able to identify the Lnc03 human orthologue (not shown). However, some lncRNAs have functional orthologues [33] that could be unveiled by secondary structure analysis. Further investigations will be needed to identify which lncRNA corresponds to Lnc03 in humans. Understanding the molecular interaction partner(s) of Lnc03 would be of particular importance to clarify this, allowing exploration of the corresponding signalling complex in human cells.

## Conclusion

In summary, our findings demonstrate that Lnc03 plays a novel role in the regulation of β-cell proliferation. Although mouse specific at this stage, the identification of a novel lncRNA involved in regulation of β-cell proliferation, with a relative degree of islet specificity, is an important step towards understanding the full complexity of regulation of β-cell proliferation and mass adaptation in health and disease. It also gives evidence that cell-type enriched regulators are important in β-cell proliferation and, therefore, may be suitable drug targets that do not impact other cell types when identified in human.

## Supporting information

S1 Fig (PDF) Click here for additional data file.

S2 Fig Lnc03 in response to growth factors. (PDF) Click here for additional data file.

S3 Fig Col22a1 expression in MIN6. (PDF) Click here for additional data file.

S4 Fig Validation of Lnc03 knockdown in MIN6 cells. (PDF) Click here for additional data file.

S5 Fig Analyses of cell cell cycle genes after Lnc03 knock down. (PDF) Click here for additional data file.

S1 Table NcRNA transcripts differentially expressed in microarray. (XLSX) Click here for additional data file.

S2 Table Taqman probes. (PDF) Click here for additional data file.

S3 Table SiRNA against Lnc03 sense sequences. (PDF) Click here for additional data file.

# Supplementary material for: Long noncoding RNAs are dynamically regulated during β-cell mass expansion in mouse pregnancy and control β-cell proliferation in vitro
**Source:** PLoS One. 2017 Aug 10;12(8):e0182371. doi: 10.1371/journal.pone.0182371
**Supplement:** S2 Fig

**S2 Fig**

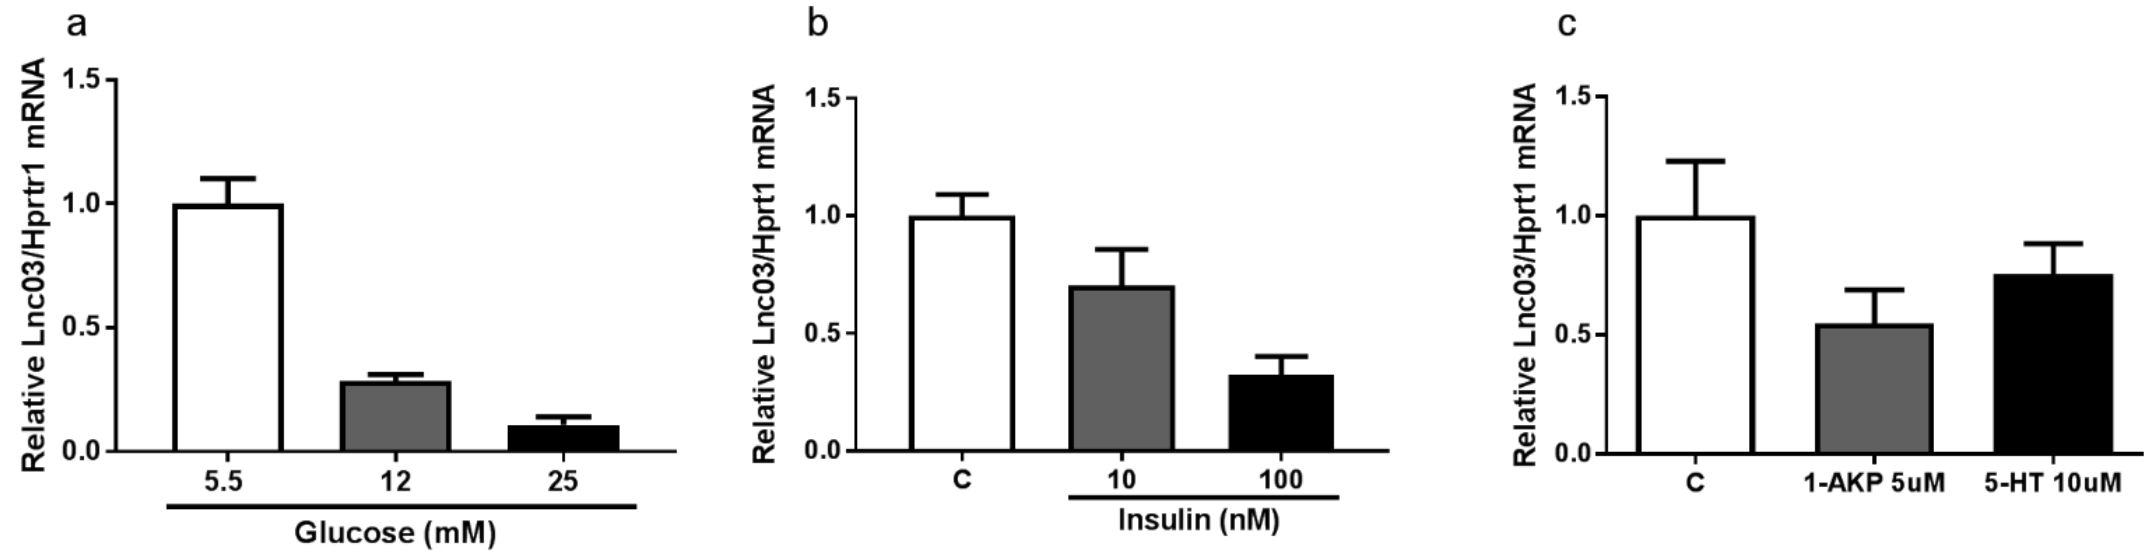

**S2 Fig. Lnc03 in response to growth factors.** Lnc03 expression in MIN6 cells in response to glucose (a), insulin (b) and the GSk3 inhibitor 1-AKP, as well as, 5-HT (c). Lnc03 expression was evaluated by RT-qPCR. Data are expressed as percentage of control (5.5 glucose or untreated cells (C)).

# Supplementary material for: Long noncoding RNAs are dynamically regulated during β-cell mass expansion in mouse pregnancy and control β-cell proliferation in vitro
**Source:** PLoS One. 2017 Aug 10;12(8):e0182371. doi: 10.1371/journal.pone.0182371
**Supplement:** S3 Fig

**S3 Fig**

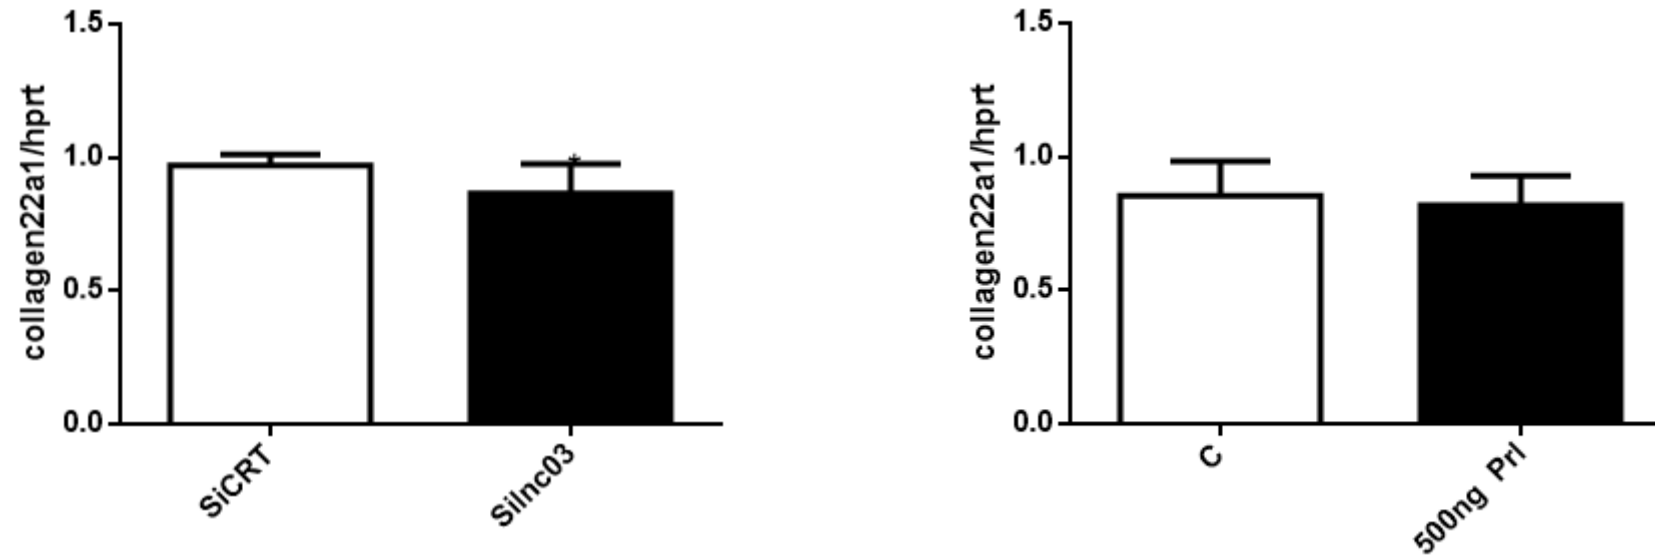

**S3 Fig. Col22a1 expression in MIN6.** Col22a1 expression in MIN6 cells (a) transfected with siRNA negative control (SiCRT) or SiLnc03 for 72h or treated with 500 ng/ml Prl for 24h. Col22a1 expression was evaluated by RT-qPCR. Data are expressed as house keeping gene (Hprt) ratios (mean±SEM), n=3. One-way ANOVA with Bonferroni post hoc test was applied to determine statistical significances (no differences).

# Supplementary material for: Long noncoding RNAs are dynamically regulated during β-cell mass expansion in mouse pregnancy and control β-cell proliferation in vitro
**Source:** PLoS One. 2017 Aug 10;12(8):e0182371. doi: 10.1371/journal.pone.0182371
**Supplement:** S4 Fig

**S4 Fig**

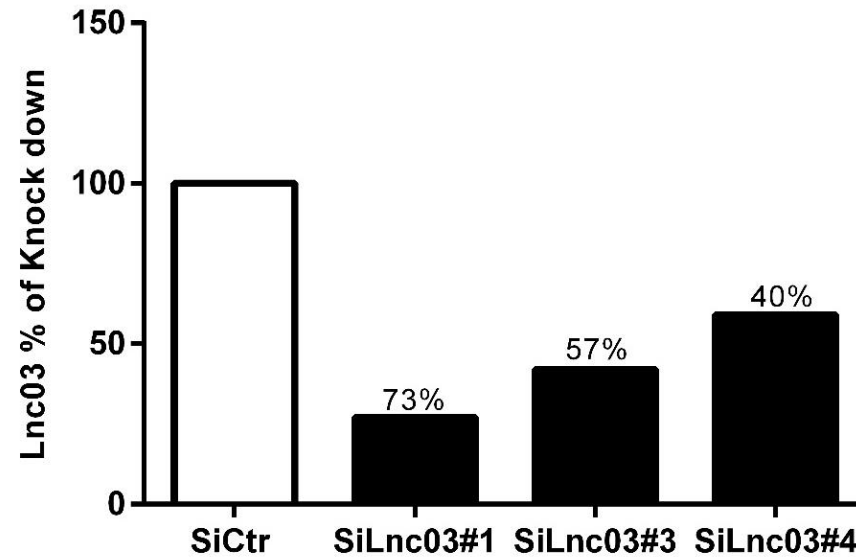

**S4 Fig. Validation of Lnc03 knockdown in MIN6 cells.** Lnc03 expression in MIN6 cells transfected with siRNA negative control (SiCtr, white bar) and three different SiRNA against Lnc03 (SiLnc03#1,#3 ,#4). Lnc03 expression was evaluated by RT-qPCR. Data are expressed as percentage of knockdown compared to SiCtr. b) Insulin secretion on MIN6 cells transfected with SiRNA negative control (SiCtr, white bar) and SiLnc03 (black bar).

# Supplementary material for: Long noncoding RNAs are dynamically regulated during β-cell mass expansion in mouse pregnancy and control β-cell proliferation in vitro
**Source:** PLoS One. 2017 Aug 10;12(8):e0182371. doi: 10.1371/journal.pone.0182371
**Supplement:** S2 Table

## S2 Table. Taqman probes

| <u>LncRNAs and reference gene</u> | <u>Taqman ID</u> |
|-----------------------------------|------------------|
| Lnc01                             | Mm01343153_m1    |
| Lnc02                             | Mm01234921_m1    |
| Lnc03                             | Mm03976287_g1    |
| Lnc04                             | Mm01249971_m1    |
| Lnc05                             | Mm01264868_m1    |
| Lnc06                             | AJT96JB          |
| Hprt                              | Mm00446968_m1    |

# Supplementary material for: Long noncoding RNAs are dynamically regulated during β-cell mass expansion in mouse pregnancy and control β-cell proliferation in vitro
**Source:** PLoS One. 2017 Aug 10;12(8):e0182371. doi: 10.1371/journal.pone.0182371
**Supplement:** S3 Table

**S3 Table. SiRNA against Lnc03 sense sequences**

| <u>siRNAs</u> | <u>Sense Sequence</u> |
|---------------|-----------------------|
| SiLnc03#1     | CCAUCCAUGUAGUACAACAtt |
| SiLnc03#3     | CCAUCUGACUUGUGAAGAAtt |
| SiLnc03#4     | GUCCUUUAGUGGAUUCUCAtt |

How the deposited data were processed for this re-analysis (not part of the article)

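Pancreatic islet RNA from non-pregnant (NP) mice and from pregnant mice at gestational day 14.5 was measured on 6 single-colour NCode noncoding RNA arrays, 3 per group, each carrying its own pool of islets. Conditions and replicate numbers came from the sample labels and the paper. The published RNA-seq data, the RT-qPCR and the cell experiments are not analysed here, apart from the paper's S1 Table, whose values are the paper's.

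The authors amplified the RNA with oligo(dT) primers, hybridized and scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.3.1. The deposited scanner files give the intensity of 73283 spots per array on a linear scale, of which 71958 are not control spots. The processed intensity in these files is already background-subtracted and detrended within the array by that software, and it is not scaled between arrays. The deposited value table holds the same intensity averaged over the 2 spots of each probe (100% of its values lie within 1% of that mean), with medians of 4.71, 4.30 and 5.22 on the NP arrays and 3.17, 4.16 and 4.95 on the pregnant arrays. The paper's text says that the signal was normalized and does not name how, so the authors' normalized values are not used here.

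Control spots and spots marked as non-uniform or population outliers (3 to 76 per array) were left out, saturated spots (15 to 52 per array) were kept, log2 of the processed intensity was taken minus the array's 75th percentile, and the 2 spots of a probe were averaged. The SD between both spots of a probe on an array was 0.188 to 0.264 on the log2 scale. A probe was called well above background on an array where both of its spots carried that flag. Probes with this call on at least 3 of 6 arrays, in whichever group, and with at least 2 measured arrays per group were tested, 16842 of 35979. Pregnant was compared with NP by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper names a t-test, which was run on the same values. A probe not well above background on any array of a group has a bound there in place of a fold change. Figures were drawn with matplotlib 3.10.9. The fit was tested on simulated arrays made from the real means and spreads, in 10 simulations of 200 probes changed 2-fold, 4-fold or 8-fold. With the whole spread of the fit without a block (median SD 0.35) drawn as random noise, the scan day difference included in it, the fit recovered 5.82%, 76.4% and 95.2% of them, at 6.4% false probes among the calls, and with scan day as a block 3.28%, 73.3% and 95.3%, at 7.2%. With the scan day effect added as measured to the spread left by the block (median SD 0.238), 0.3% of the calls without a block were false, and 6.5% of those with it as a block.

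The probe columns hold IDs and 60-nt sequences, and neither the files nor the tables used here pair a probe with a gene. One value per gene, Tph1, Lnc01 to Lnc06, the set of gene lists chosen beforehand, and the comparison of array with RNA-seq per transcript were planned and are not analysed here. Of the 3 Lnc03 siRNA sequences in S3 Table, 0 matched inside a probe on either strand over their 19 nt. A probe covers only 60 nt of a transcript, so this cannot tell whether Lnc03 has a probe on the array. The probes named are those with the smallest p, 2 higher and 2 lower, a part of a rule set before the data were examined, which had also asked for named genes and for more probes.

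Alternatives chosen before the data were examined were median scaling, quantile normalization, normexp background correction of the raw mean signal with an offset of 50 in place of the processed intensity (called normexp elsewhere), no filter, a filter on all 6 arrays, the deposited table without scaling, the methods' t-test, an intensity trend in eBayes, replicate number, slide and array position as blocks, and leaving out each array. Chosen after seeing the data were scan day as a block, each scan day alone, scan day as a block together with each other scaling, a filter that asks for at least 1 of the 2 spots, and the 75th percentile over the probes well above background on all 6 arrays. Scan days and slides were read from the scanner files.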

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

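The tests in this part were chosen after the arrays had been seen to part by scan day. The spike-in control probes, whose RNA is added to the sample and does not come from islets, are not reported on in the paper. Of 10 such probes, 5 were more than 10 times as bright as the negative control on every array, and these were a median of 15.6-fold brighter on the first scan day than on the second, with a range of 8.79-fold to 16.7-fold. The brightest had a median intensity of 15040 and 15570 on NP replicates 1 and 2 and of 12730 and 8797 on pregnant replicates 1 and 2, against 801.9 on NP replicate 3 and 761.4 on pregnant replicate 3, where the negative control read 0.975 and 1.12.

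The same 2 arrays stood apart from the other 4 over the islet probes, where 2266 of 16842 probes differed between scan days at an adjusted p under 0.05 from limma with pregnancy in the model, 599 higher and 1667 lower on the second day. A technical step that differed between the days is a candidate explanation, since the spike-in signal moved 15.6-fold between days and at most 1.77-fold within one for the brightest probe, but another amount of spike-in RNA alone would give this without moving any islet probe. GC content of the probes correlated with the scan day difference at a Spearman rho of 0.264 across probes, which neither carries the split nor rules GC out. A difference between the islet pools of the 2 days was not tested.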

How the results depend on the processing

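Under all 26 settings more probes were higher than lower in pregnant islets at an adjusted p under 0.05, and lower probes passed under 4 of them, all with scan day as a block. The 37 probes past the threshold were 35 with median scaling and 36 with quantile normalization, of which 33 and 34 were among the 37. There were 43 with an intensity trend, 47 with no filter, 37 with slide as a random block, 44 with a filter on at least 1 of the 2 spots and 39 with the percentile over probes well above background on all 6 arrays, the last 2 chosen after seeing the data. The count was 23 with the deposited table without scaling, 20 with array position as a fixed block and 1 by the methods' t-test, where the cause was not tested. It was 2 with normexp, which replaces the processed intensity by the raw mean signal. The offset of 50 added there exceeds the 75th percentile of every array (27.1 to 46.8), which shrinks the fold changes of dim probes. By how much this lowers the count was not tested. The count was 13 with a filter on all 6 arrays, which tests fewer probes. It was 9 with slide as a fixed block, where the other 2 slides hold 1 group each, so the fold changes are those of NP replicate 3 and pregnant replicate 3 alone. All of these were higher in pregnant islets. With the replicate block the count was 19, all higher. The correlations of same-numbered arrays' deviations from their group means were 0.483, 0.0999 and 0.768 across probes, the second just under the limit of 0.1 that was taken for a pairing, and NP replicate 2 correlated best with pregnant replicate 1 (0.566), so the replicate numbers are not taken to pair the samples, apart from NP replicate 3 and pregnant replicate 3, which shared a slide and a scan day. With scan day as a block, chosen after seeing the data, 66 passed, 64 higher and 2 lower, and within the first scan day 16, all higher, from fewer arrays. Scan day as a block together with another scaling, also chosen after seeing the data, gave 170 (145 higher, 25 lower) with median scaling, 64 (62 and 2) with quantile normalization, 37 (34 and 3) without scaling and 3, all higher, with normexp. The 170 come with 13.1 prior degrees of freedom in limma, against 2.93 to 4.45 in the other fits with this block, and a median residual SD of 0.286 against 0.238 at the scaling used here. Leaving out each array in turn gave 3 to 35 probes, all higher and 0 lower.

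The count by the 2-fold rule, 351 with 250 higher and 101 lower, was 846 (662 higher, 184 lower) with no filter, 184 (155 and 29) with a filter on all 6 arrays, 40 (31 and 9) with normexp and 800 (543 and 257) with slide as a fixed block, from 1 array per group. The normexp offset of 50 shrinks the fold changes of dim probes. The count was 235 and 112 with median scaling and 247 and 100 with quantile normalization. Without scaling of the deposited table it was 156 higher and 297 lower, and the median log2 fold change of all tested probes moved from -0.0097 to -0.267. That table also averages both spots before the log is taken, and the probes did not all move alike. IVGNm05686 went from 8.04 to 7.77 and IVGNm11995 from -1.46 to -1.72, but IVGNm34689 only from -1.34 to -1.43. The deposited intensities with a mean of at least 5 in at least 1 group, tested by the methods' t-test over 18201 probes, gave 584 (218 and 366), the first scan day alone 529 (272 and 257), and 2-fold with an unadjusted p under 0.05 gave 48 lower. Leaving out each array gave 383 to 635, with 254 to 448 higher and 100 to 335 lower, and without NP replicate 3 more were lower (335) than higher (286). Without NP replicate 3 or pregnant replicate 3, only 1 group holds an array of the second scan day. The cause of these shifts was not tested.

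IVGNm05686 and IVGNm25966 kept their direction and their side of the threshold in every setting that tested them except the methods' t-test (0.0584 each), with log2 fold changes of 4.04 and 4.91 after normexp. IVGNm34689 had a log2 fold change of 0.095 after normexp (adjusted p = 0.999 from limma, and 0.86 with scan day as a block). The offset of 50 is far above its mean processed intensity (6.06 in NP and 2.26 in pregnant islets), so normexp cannot decide its direction. Its adjusted p was 0.0511 to 0.937 in the other settings except scan day as a block with median scaling (0.0112) or quantile normalization (0.0264). IVGNm11995 passed with scan day as a block (0.0469), also with median scaling (0.00912) and quantile normalization (0.0397), and did not with that block without scaling (0.0744) or with normexp (0.857). Gene lists, one value per gene, camera, fry and the comparison with RNA-seq at either threshold were not run, since no probe is paired with a gene here. Signal over background limits what can be said of the 19137 probes not tested and of the 15 rises given as bounds.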

Differences from the paper's values

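The paper counts 706 transcripts above noise that changed at least 2-fold or had an adjusted P-value under 0.05. Counted by probe, the same fold and p thresholds gave 351 here, with the scanner's background flag in place of the paper's limit of 5 AU. Probes of coding and noncoding transcripts are counted here and the paper counts transcripts, so the units differ. The table cited for the 706 holds RNA-seq values of noncoding transcripts, and 281 of its 706 rows meet neither the fold nor the p threshold. How near an array count lies to 706 therefore cannot tell which setting is closer to the paper's processing, and the counts below are given as values only. Of the alternatives chosen before the data were examined, the count lay within 1.5 times the paper's with no filter on dim probes (846), slide as a fixed block (800, with fold changes from 1 array per group), the deposited intensities with a mean of at least 5 and the methods' t-test (584), and without NP replicate 3 (621), pregnant replicate 1 (561) or pregnant replicate 3 (635). It did not with median scaling (347), quantile normalization (347), normexp on the raw mean signal (40), a filter on all 6 arrays (184), the deposited table without scaling (453), the methods' t-test (351), an intensity trend (351), the replicate block (351), slide as a random block (376), array position (327), without NP replicate 1 (383), NP replicate 2 (462) or pregnant replicate 2 (383), or at 2-fold with an unadjusted p under 0.05 (264).

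The paper's S1 Table, cited for that count, has 706 rows, and its value columns are RNA-seq counts of 6 libraries with their base means, fold changes and P-values. All 706 rows have a base mean over 5 in at least 1 group. Of these, 425 are at least 2-fold changed, 18 have an adjusted P-value under 0.05, and 281 meet neither limit. For Lnc06 the paper's text gives a fold change of 2.39 and an adjusted P-value of 8.57E-16. In the paper's table 2.39 is the log2 fold change and 8.57e-16 the unadjusted P-value, beside a fold change of 5.25 and an adjusted P-value of 2.29e-12.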

Other observations

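The tests in this part were chosen after the results they bear on had been seen, apart from the count among probes well above background on all 6 arrays, the splits of the arrays for the 2-fold rule, and the counts under the other scalings without a block, which were planned although the limits they are held to were set afterwards. Probes that overlap by at least 25 nt give an internal comparison that needs no gene names. On the same strand, 301 such pairs of tested probes had log2 fold changes that correlated across pairs with a Pearson r of 0.804 and a Spearman rho of 0.772, against -0.113 to 0.121 for the central 95% of 1000 shuffles, and 239 of the 301 had the same sign. Probes are not independent replicates, and 0 of the 301 pairs held a probe past the threshold. On opposite strands there were 18 pairs with both probes tested, and their log2 fold changes had a Pearson r of -0.0494 and a rho of 0.0279 across pairs, within the shuffles' -0.497 to 0.459, with the same sign in 9. In 12 of the 18 pairs both strands were well above background on all 6 arrays.

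All 37 probes past the threshold were higher in pregnant islets. The tables argue against 2 technical explanations of that imbalance, namely rises out of the background and, at the scaling used here, the spread between scan days. Among the probes well above background on all 6 arrays 13 passed, all higher. With scan day as a block 3.03% of the calls were lower. The scaling of the arrays stays open. Under the other scalings, where 2 to 36 probes passed, 0% of the calls were lower, but on arrays simulated with the scan day effect the fit without a block recovered few 2-fold changes in either direction, 0.909% of falls and 0.882% of rises, and 56.5% and 61.5% at 4-fold. The test was therefore made again with scan day as a block, which recovered 39.4% of falls and 38.2% of rises at 2-fold and 95.6% and 94.5% at 4-fold. There up to 14.7% of the calls were lower, 25 of 170 with median scaling, between the limits of 10% and 20% set for the test. That fit had 13.1 prior degrees of freedom against 2.93 to 4.45 in the others with this block, and the other 3 scalings had 0% to 8.11% lower. No biological explanation of the imbalance was tested.

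The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split had 37 probes past the threshold, more than in any other, and only 1 split, the real one, reached that count; the highest other had 0. By the paper's rule of 2-fold or an adjusted p under 0.05, the real split had 351 probes and 6 of the 10 splits had as many or more, with a highest other count of 1276. That split set NP replicates 1 and 2 and pregnant replicate 1, all of the first scan day, against the remaining 3 arrays. The 4 splits with both arrays of the second day on the same side had 905 to 1276, which points to scan day as a structure of the samples. The 5 others with one on each side, as in the real split, had 115 to 420, and the 420 is also more than the real count.

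GC content averaged 45.0% in the 37 probes and 45.3% in all tested probes, and its Spearman rho with the log2 fold change in pregnancy was 0.0418 across probes. The log2 fold changes of the first and second scan day correlated across probes at a Pearson r of 0.392.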
